A study of Mus musculus with 32 samples.

How the data were processed

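The libraries were made from polyadenylated RNA of liver, duodenum, jejunum and ileum of male Khk KO and WT mice, 4 per genotype and organ. Per the labels, RNA was isolated with a Qiagen kit, messenger RNA was captured on poly-T beads and fragmented, and complementary DNA was primed with random hexamers. The labels name both a directional and a non-directional library chemistry, so the strandedness is unknown. They do not say whether the organs came from the same mice.

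For each organ the authors deposited one table with a row per gene. Per the file headers the columns hold raw read counts of the 8 libraries and a normalised signal, which equals the count divided by one size factor per library. The authors also deposited FPKM values, a log2 fold change of Khk KO over WT, a p-value and a p-value adjusted by the method of Benjamini and Hochberg. The aligner, the counting tool, the genome build and the test were not stated. Each deposited table held only genes with an unadjusted p-value under 0.05. Recomputing the adjusted values from the ranks of the p-values showed that the authors had adjusted over 18225 genes in liver, 15615 in duodenum, 9881 in jejunum and 16034 in ileum. An adjusted value of exactly 1 occurred only for genes with a mean below that of every other gene in the organ's table. It was read as not adjusted, for 20, 137, 759 and 439 genes in the same order. The highest mean of these genes was 1.54 in liver, 8.93 in duodenum, 125 in jejunum and 13.4 in ileum. FPKM values of genes were not compared, but the library totals they imply were the library sizes given to edgeR before scaling. These totals ran from 9821512 to 15174254 in liver, 15691175 to 29475414 in duodenum, 14797693 to 19915152 in jejunum and 17297866 to 27068822 in ileum. Divided by the size factor, the total was the same for all 8 duodenum libraries, which makes it a scaled total there, while the highest was 1.04 times the lowest in liver, 1.04 times in jejunum and 1.05 times in ileum. Whether the totals of these 3 organs are depths cannot be told from the files, so the depth of each library is taken as unknown, apart from the reads of the genes in the tables.

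Replicate libraries differed by more than counting error, with at least 11.5 for the chi-square per degree of freedom over the 48 pairs of libraries of the same group, so counting error was not used as the measure of spread. Values of single genes are normalised counts of the authors with the mean and SD of 4 libraries. Numbers of changed genes are those of the authors' deposited adjusted p-values at a threshold of 0.05.

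The read counts were fitted again with edgeR 4.0.16 in R 4.3.3, for each organ alone, with TMM scaling, filterByExpr, and the quasi-likelihood F test of Khk KO against WT. Because the tables lack the genes with a larger p-value, the adjustment used the number of genes that the authors had adjusted over. This departs from the plan, which adjusted over the genes tested. The refit has fewer unchanged genes from which to learn the spread than a fit of all genes. Its genes were selected on all 8 libraries, so its counts over other splits and without a library are given as values and not as evidence on how stable the calls are. The SE of a refitted log2 fold change is its size divided by the square root of F. Khk was also tested with an exact two-sided permutation test of its normalised counts over the 35 splits of 8 libraries into 4 and 4. DESeq2 1.42.0 and limma 3.58.1 were loaded for the alternatives. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

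The trend with gene length was estimated for each library as a lowess curve (span 0.5) of the library's deviation from the mean of the organ, log2 of the normalised count plus 1, on log2 gene length, over genes with a mean of at least 10 normalised counts. It was taken out as an offset, together with the authors' size factors. A curve fitted in this way also removes any effect of genotype that follows gene length. Genes with little change were absent from the fit, so the trend taken out may be larger than that of all genes. GC content, from GENCODE M21 transcripts, was treated in the same way. The relation of fold change to length was measured on protein-coding genes with a mean of at least 50.

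The named genes follow a rule fixed before the data were examined, as were the comparisons, the gene lists and most alternatives. They are Khk, up to 8 members of the iron list and of the fructose and lipogenic list past the threshold in each organ, the 3 largest rises and 3 largest falls per organ among protein-coding genes with a mean of at least 100 normalised counts and no overlap between the genotypes, and the genes past the threshold in the same direction in all 4 organs. Not every gene that the rule selects is reported. The 12 other lists cover pancreas acinar cells, the circadian clock, interferon response, MHC class II presentation, B and plasma cells, smooth muscle, erythroid cells, adipocytes, duodenal enterocytes, ileal enterocytes, Paneth cells and cholesterol synthesis. Exons of the named genes were compared with those of other GENCODE M21 genes, and 10 of 45 shared bases with another gene, 4 of them at least 10% of their exon bases.

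Genes called in both organs of a pair were counted by direction and tested with Fisher's exact test. Interaction of genotype and organ was tested with edgeR on the genes that all 4 tables held, and for pairs of organs on the genes both held. Genes within 10 Mb of Khk were compared between called genes and the other genes of the union of the tables with Fisher's exact test, two-sided.

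The alternatives set beforehand were the size factors of DESeq2 (edgeR's RLE), the DESeq2 Wald test, no filter on low counts, the replicate number as a block, all 4 organs fitted together on the genes they share, leaving out each library, stricter thresholds, at least 2-fold changes in both organs, windows of 5 Mb and 20 Mb around Khk, and the interaction without duodenum. Chosen after seeing the data were adjustment over the table's genes only, the authors' size factors, the length trend taken out, the GC trend taken out, the replicate block with the length trend taken out, and, for the interaction of genotype and organ, libraries of the same genotype and number paired across organs. The planned pseudocounts were not run because counts were available.

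The steps were tested on simulated data with 15000 genes, of which 200 changed 2.5-fold. Means were drawn from liver genes, and the spread was the same for every gene. With all genes, edgeR recovered 97.0% of the changed genes with 5.83% false calls. With only the genes of an unadjusted p under 0.05 it recovered 97.5% with 8.88% false calls under TMM, and 10.1% under size factors of all genes. A length trend added between the groups gave 5953 calls, 96.9% of them false. With the trend taken out, 92.5% of the changed genes were recovered with 5.13% false calls. There 7014 of the 15000 genes passed the selection, while the duodenum table held 1567 genes. The simulation does not cover a trend estimated on so few genes.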

Results

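Ketohexokinase (KHK) phosphorylates fructose in the opening step of its breakdown, and is encoded by Khk. The series asked how fructose and KHK act on iron homeostasis, by comparing male mice that lack Khk (Khk KO) with wild-type (WT) male mice. Polyadenylated RNA was sequenced from the liver and from 3 segments of the small intestine, the duodenum, jejunum and ileum. The 32 libraries form 8 groups of 4, one for each organ and genotype. One table per organ held the read counts and normalised counts of each library beside the authors' own test of Khk KO against WT. Each table held only genes with an unadjusted p under 0.05 in that test, 6375 genes in liver, 1567 in duodenum, 2413 in jejunum and 5187 in ileum. The reads of these genes came to 7505439 to 14331517 per liver library, 1722220 to 3549978 per duodenum library, 3053896 to 4325568 per jejunum library and 6531593 to 9149003 per ileum library. Reads of the other genes were not in these tables, so these sums are lower bounds of the depth. The duodenum libraries carried library names of a different numbering series from the other organs, so organ and library batch cannot be told apart there, while each series held both genotypes. The files name no genome build. Their positions equalled those of GENCODE M21, on the mouse build GRCm38, for 95.4% to 96.4% of the genes, and coordinates are given as in the files.

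The targeted gene was measured in every library first, as a check of the labels. Khk (ENSMUSG00000029162, chromosome 5, 30921431 to 30931248, plus strand) was lower in each of the 4 Khk KO libraries than in each of the 4 WT libraries in all 4 organs. In liver it averaged 876 ± 108 normalised counts in Khk KO against 7922 ± 2635 in WT (SD, n = 4), so that Khk KO held 11.1% of the WT level. In duodenum the means were 651 ± 58.1 normalised counts in Khk KO against 14172 ± 6663 in WT (SD, n = 4), or 4.59% of WT. In jejunum they were 753 ± 141 normalised counts in Khk KO against 8139 ± 3838 in WT (SD, n = 4), or 9.25% of WT. In ileum they were 107 ± 16.3 normalised counts in Khk KO against 1614 ± 677 in WT (SD, n = 4), or 6.65% of WT. The log2 fold changes in the edgeR refit were -3.14 ± 0.21 (SE) in liver, -4.25 ± 0.24 (SE) in duodenum, -3.41 ± 0.27 (SE) in jejunum and -3.88 ± 0.24 (SE) in ileum. Their adjusted p-values from edgeR's quasi-likelihood test were 2.67e-04, 4.37e-04, 0.00224 and 1.02e-04. The exact two-sided permutation test of the 8 normalised counts gave p = 0.0286 in each organ, the smallest value that 4 against 4 libraries can give. Among fits with all 8 libraries and no replicate block, taking the trend with gene length out of each library moved the log2 fold changes most. They became -2.52 in liver, -3.99 in duodenum, -2.87 in jejunum and -3.36 in ileum. That fit also used the authors' size factors in place of TMM, which alone gave -3.18, -4.44, -3.43 and -3.91. WT replicate 1 held 2.20 times the mean of the other 3 WT libraries in duodenum, 2.22 times in jejunum and 2.04 times in ileum, and 0.670 times in liver.

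**Figure D1:**
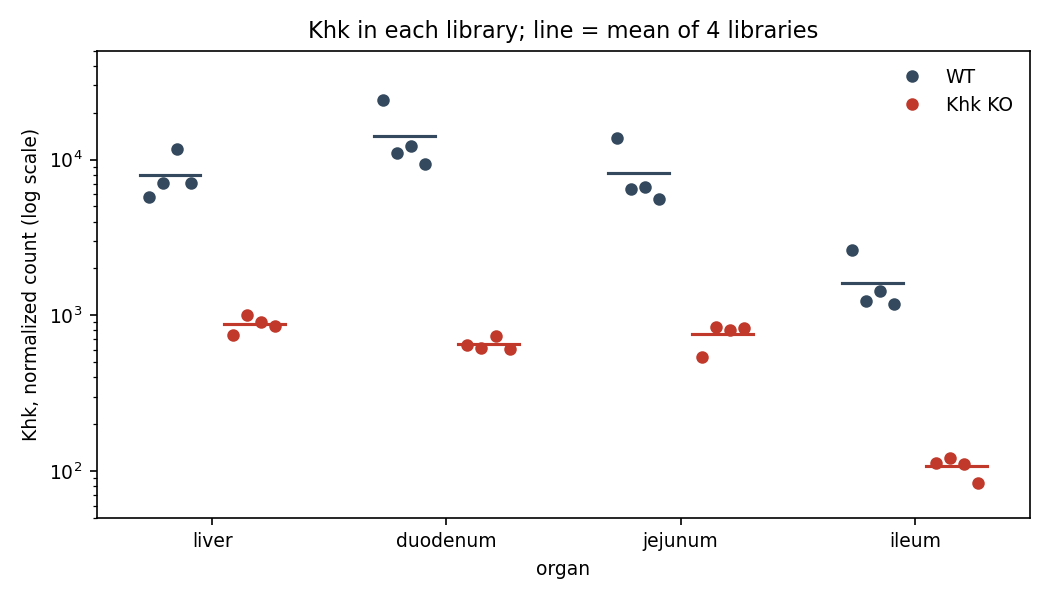
Normalised counts of Khk (log axis) in each of the 32 libraries, by organ and genotype; points are libraries, replicates 1 to 4 from left to right within a group, and lines are the means of 4 libraries. The Khk KO libraries lie between 83.8 and 1000.3 normalised counts, below all WT libraries of the same organ.

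The next comparison asked how many transcripts differed between the genotypes in each organ. At an adjusted p under 0.05, the authors' deposited table called 4364 genes in liver, 2283 of them higher and 2081 lower in Khk KO. For the ileum, the authors' deposited table called 2505 genes, 1405 higher and 1100 lower. For the jejunum, the authors' deposited table called 75 genes, 53 higher and 22 lower. For the duodenum, the authors' deposited table called 35 genes, 20 higher and 15 lower. Of these calls in the authors' deposited tables, 1324 in liver, 333 in ileum, 29 in jejunum and 27 in duodenum changed at least 2-fold. The 4 Khk KO and 4 WT values did not overlap for 79.7% of the called genes in liver and 90.1% in ileum, where chance gives 2.86% of genes not selected by a test. A refit of the genes each table holds used edgeR's quasi-likelihood test, adjusted over the number of genes the authors had adjusted over. It called 2675 genes in liver, 2221 in ileum, and only Khk in duodenum and in jejunum. The refit calls were 1310 higher and 1365 lower in liver, and 1202 higher and 1019 lower in ileum. With the GC trend taken out they were 1013 and 1402 in liver and 390 and 545 in ileum, so the balance of directions depended on the fit. Among whole-table refits with all 8 libraries and no replicate block, the lowest counts in liver and ileum were 786 and 476 genes. These came with the trend with gene length taken out, a fit that also used the authors' size factors in place of TMM. The authors' size factors alone gave 2821 and 1584 genes. Single libraries moved the refit counts as well. Without Khk KO replicate 2 the refit called 9 liver genes, and without WT replicate 1 it called 4860. In the same order, 4406 and 5625 genes had an unadjusted p under 0.05, so these numbers moved far less than the calls. In ileum the refit called 663 genes without Khk KO replicate 1, where 3895 had an unadjusted p under 0.05. Whether the genotype effect was larger in liver and ileum than in duodenum and jejunum was not tested by these counts.

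**Figure D2:**
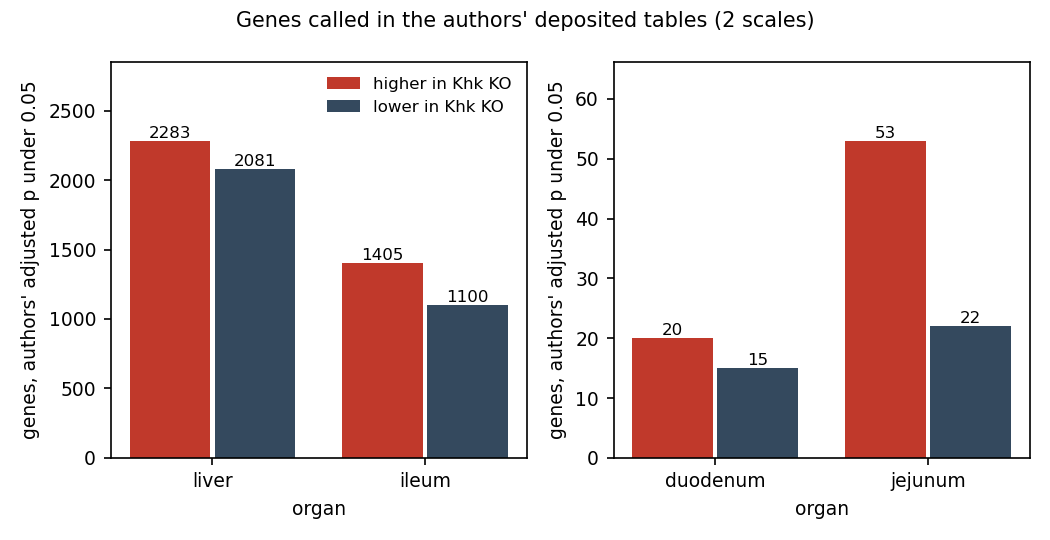
Number of genes with an authors' adjusted p under 0.05 in each organ (y axis, genes; liver and ileum in the left panel, duodenum and jejunum in the right panel with its own scale), higher (red) or lower (blue) in Khk KO than in WT. Liver had 2283 higher and 2081 lower genes and duodenum 20 and 15.

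The named genes of each organ are the 3 protein-coding genes with the largest rise and the 3 with the largest fall among calls with a mean of at least 100 normalised counts and no overlap between the genotypes. Khk was the largest fall in every organ. In liver the largest rise was that of BC005561 (ENSMUSG00000079065, chromosome 5, 104508352 to 104522611, plus strand), with 221 ± 40.1 normalised counts in Khk KO against 48.3 ± 25.3 in WT (SD, n = 4) and a log2 fold change of 2.23 ± 0.34 (SE). Pfkfb3 (ENSMUSG00000026773, chromosome 2, 11471433 to 11554077, minus strand) followed with 1759 ± 569.5 normalised counts in Khk KO against 404 ± 198 in WT (SD, n = 4) and 2.14 ± 0.38 (SE). Zfp871 rose from 242 ± 241 to 1035 ± 179 normalised counts (SD, n = 4), and without WT replicate 1, the highest WT library, its log2 fold change of 2.12 became 3.07. The next falls in liver were the beta-globin genes Hbb-bt, from 244 ± 108 to 63.0 ± 10.6 (SD, n = 4), and Hbb-bs, from 3134 ± 1937 to 810.4 ± 53.3 normalised counts (SD, n = 4). These globin genes are near-identical copies that can share reads, so their separate values are uncertain. In the authors' deposited table the adjusted p-values were 6.90e-09 for BC005561, 1.38e-04 for Pfkfb3, 0.00857 for Zfp871, 1.72e-06 for Hbb-bt and 0.00119 for Hbb-bs. The log2 fold changes with the length trend taken out were 1.99, 1.54, 1.94, -1.13 and -1.10 in the same order, and Hbb-bs no longer passed the threshold.

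In duodenum the largest rise was that of Tnc, which encodes tenascin C (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015, minus strand), with 472 ± 151 normalised counts in Khk KO against 34.4 ± 16.4 in WT (SD, n = 4). Its log2 fold change was 3.88 ± 0.44 (SE) in the edgeR refit, with an adjusted p of 0.0916. The authors' deposited table gave Tnc an adjusted p of 1.86e-24. Nr1d1 rose from 1693 ± 276 to 2948 ± 460.1 and Gprin3 from 336 ± 82.9 to 577 ± 42.7 normalised counts (SD, n = 4). After Khk, the largest falls were those of Akr1b8, from 1582 ± 452 to 718 ± 190.1, and of Rps27rt, from 1091 ± 492 to 507 ± 45.5 normalised counts (SD, n = 4). The authors' deposited table gave adjusted p-values of 0.00195, 0.0307, 0.00290 and 0.0223 for these 4 genes, none of which passed the threshold in the edgeR refit. After removal of the length trend, the log2 fold changes were 3.57 for Tnc, then past the threshold, and 0.95 for Nr1d1, 0.55 for Gprin3, -0.75 for Akr1b8 and -0.77 for Rps27rt, not past it. In duodenum, the TMM scaling of the refit raised the median log2 fold change by 0.15 relative to the authors' size factors, so refit values there lie higher by that shift.

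In jejunum, Lcor rose by 1.22 ± 0.28 (SE), Slc37a2 by 1.21 ± 0.29 (SE) and Ppara by 1.18 ± 0.32 (SE) on the log2 scale, while Rps27rt changed by -1.72 ± 0.28 (SE) and Acta1 by -1.52 ± 0.29 (SE). Their adjusted p-values in the authors' deposited table ran from 1.48e-06 for Rps27rt to 0.0202 for Ppara, and each was 0.237 in the edgeR refit. Corrected for the length trend, the log2 fold changes were 0.91 for Lcor, 0.98 for Slc37a2, 1.34 for Ppara, -1.36 for Rps27rt and -1.07 for Acta1, none past the threshold.

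In ileum, B3galt5 averaged 892 ± 886 normalised counts in Khk KO against 100.2 ± 18.7 in WT (SD, n = 4). Khk KO replicate 4 held 2201 normalised counts, and without it the log2 fold change of 3.16 became 2.19. Zc3h11a averaged 359 ± 15.1 normalised counts in Khk KO against 65.1 ± 20.3 in WT (SD, n = 4), a log2 fold change of 2.47 ± 0.22 (SE). A second annotated gene of the same symbol and Gm38394 share 72.9% and 72.8% of the bases of its exons, so its count is uncertain. Atp7a, which encodes a copper transporter (ENSMUSG00000033792, chromosome X, 106027276 to 106124926, plus strand), averaged 657 ± 137 normalised counts in Khk KO against 132 ± 42.0 in WT (SD, n = 4), a log2 fold change of 2.31 ± 0.24 (SE). Enpp7 fell from 261 ± 129 to 57.5 ± 20.8 and Defa2 from 21596 ± 17216 to 5945 ± 964 normalised counts (SD, n = 4). Without WT replicate 3, which held 46680.4 normalised counts, the log2 fold change of Defa2 moved from -1.86 to -1.14. Rps27rt and Defa2 belong to families of near-identical copies, and their counts are uncertain. When the length trend was taken out, B3galt5 (2.86), Zc3h11a (2.21), Atp7a (1.82) and Enpp7 (-1.58) stayed past the threshold and Defa2 (-1.30) did not.

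The question of iron homeostasis was addressed with a list of 50 genes of iron uptake, storage, export, haem handling and hepcidin control, written beforehand. In liver, 21 of the 50 genes were in the table and the authors' deposited table called 15, 6 higher and 9 lower. Adjusted over the list alone, 16 passed. Of all genes the authors had adjusted over, 23.9% were called in liver and 15.6% in ileum. Whether the list held more calls than these shares give was not tested. Hamp, the gene of hepcidin (ENSMUSG00000050440, chromosome 7, 30942368 to 30944032, minus strand), averaged 9349.9 ± 2047 normalised counts in Khk KO against 19170.3 ± 2395 in WT (SD, n = 4), a log2 fold change of -1.01 ± 0.17 (SE) in the edgeR refit. The authors' deposited table gave Hamp an adjusted p of 3.69e-06. The 200 protein-coding genes of the liver table closest to Hamp in length had a median log2 fold change of -0.80 in the authors' deposited table, and 20.5% of them lay below Hamp. Genes with little change were absent from these 200, so the median of all genes of that length may be smaller in size. The change of Hamp was -0.23 with the length trend taken out and did not pass the threshold. Hamp has a close paralog, Hamp2, with which it can share reads. Slc25a37, which encodes the mitochondrial iron importer mitoferrin (ENSMUSG00000034248, chromosome 14, 69241848 to 69285112, minus strand), averaged 1426 ± 193 normalised counts in Khk KO against 703 ± 132 in WT (SD, n = 4), a log2 fold change of 1.05 ± 0.18 (SE). It was the one called iron gene of the liver that also passed with the length trend taken out, at 0.66. Hpx (-1.22 ± 0.25 (SE)), Hp (-0.79 ± 0.19 (SE)) and Ftl1 (-0.62 ± 0.11 (SE)) were lower and Neo1 (0.92 ± 0.36 (SE)), Tfrc (0.86 ± 0.21 (SE)) and Epas1 (0.66 ± 0.19 (SE)) were higher in Khk KO on the log2 scale in the edgeR refit. These 6 values with the length trend taken out were -0.54, -0.14, 0.025, 0.30, 0.41 and 0.44, and none passed the threshold. Of these 6, Neo1 did not pass in the edgeR refit either (adjusted p 0.109).

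In ileum, 11 listed iron genes were in the table and the authors' deposited table called 8, 4 higher and 4 lower, with 8 adjusted over the list alone. Slc40a1, the gene of the iron exporter ferroportin (ENSMUSG00000025993, chromosome 1, 45908068 to 45926523, minus strand), averaged 1272 ± 353 normalised counts in Khk KO against 783 ± 136 in WT (SD, n = 4), a log2 fold change of 0.71 ± 0.19 (SE). Ncoa4, the gene of a ferritin receptor, averaged 828 ± 54.6 normalised counts in Khk KO against 436 ± 72.9 in WT (SD, n = 4), a log2 fold change of 0.93 ± 0.12 (SE). Ireb2 (0.57 ± 0.15 (SE)) and Neo1 (0.46 ± 0.11 (SE)) were higher, and Trf (-1.06 ± 0.29 (SE)), Ftl1 (-0.69 ± 0.14 (SE)), Smad6 (-0.66 ± 0.17 (SE)) and Fth1 (-0.51 ± 0.13 (SE)) were lower. Gm20425 shares 63.5% of the bases of the exons of Trf, and Gm10252 on the other strand 26.5% of those of Ftl1, so the counts of Trf and Ftl1 are uncertain. In the authors' deposited table the adjusted p-values were 0.0178 for Slc40a1, 2.47e-06 for Ncoa4 and between 0.00302 and 0.0410 for the other 6. The values with the length trend taken out ran from -0.79 for Trf to 0.40 for Ncoa4, 0.18 for Slc40a1, and none of the 8 passed the threshold. In jejunum, 10 listed genes were in the table and the authors' deposited table called 1, Ncoa4, also when adjusted over the list alone. Ncoa4 there averaged 1907 ± 811 normalised counts in Khk KO against 849 ± 287 in WT (SD, n = 4). In duodenum, 5 listed genes had an unadjusted p under 0.05 and the authors' deposited table called 0, while 1 passed when adjusted over the list alone.

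A second list written beforehand held 38 genes of fructose metabolism, gluconeogenesis and fat synthesis. In liver the authors' deposited table called 15 of the 19 in the table, 8 higher and 7 lower. Khk is not on the list. Adjusted over the list alone, 18 passed. Whether this list held more calls than the 23.9% of all adjusted genes called in liver, or the 15.6% in ileum, was not tested. Scd1 (ENSMUSG00000037071, chromosome 19, 44394451 to 44407709, minus strand) averaged 39794 ± 12158 normalised counts in Khk KO against 88328 ± 21815 in WT (SD, n = 4), a log2 fold change of -1.13 ± 0.24 (SE). The authors' deposited table gave Scd1 an adjusted p of 5.26e-05. Once the length trend was taken out, Scd1 (-1.24) and Pfkfb3 (1.54), also on the list, passed the threshold. Fasn (0.87 ± 0.25 (SE)), Gpam (0.80 ± 0.25 (SE)) and Mlxipl (0.72 ± 0.15 (SE)) were higher, and Me1 (-0.67 ± 0.15 (SE)) and Fbp1 (-0.66 ± 0.13 (SE)) were lower in Khk KO on the log2 scale. Of these, Gpam did not pass the threshold in the edgeR refit. Corrected for the length trend these 5 were 0.055, 0.94, 0.42, -0.52 and -0.047, and none passed the threshold. The authors' deposited table gave them adjusted p-values from 2.40e-04 for Fbp1 to 0.00797 for Gpam.

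In ileum the authors' deposited table called 7 of 15 listed genes in the table, 3 higher and 4 lower, with 10 adjusted over the list alone. Gpam (1.14 ± 0.31 (SE)), Pfkfb3 (0.93 ± 0.23 (SE)) and Hk2 (0.61 ± 0.18 (SE)) were higher, and Thrsp (-1.25 ± 0.37 (SE)), Pck1 (-0.93 ± 0.32 (SE)) and Gpd1 (-0.62 ± 0.13 (SE)) were lower on the log2 scale. In the edgeR refit Pck1 did not pass the threshold. Gm16537 on the other strand shares 13.0% of the bases of the exons of Gpd1, so the count of Gpd1 is uncertain. None of these 6 passed with the length trend taken out, Gpam, at 1.29, among them. In that fit 2 listed genes that the authors had not called passed, both lower in Khk KO. In jejunum the authors' deposited table called 1 of 4 listed genes in the table, Ppara, and 1 passed when adjusted over the list alone. In duodenum it called 0 of 6 in the authors' deposited table, all with an unadjusted p under 0.05, and 3 passed when adjusted over the list alone.

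**Figure D3:**
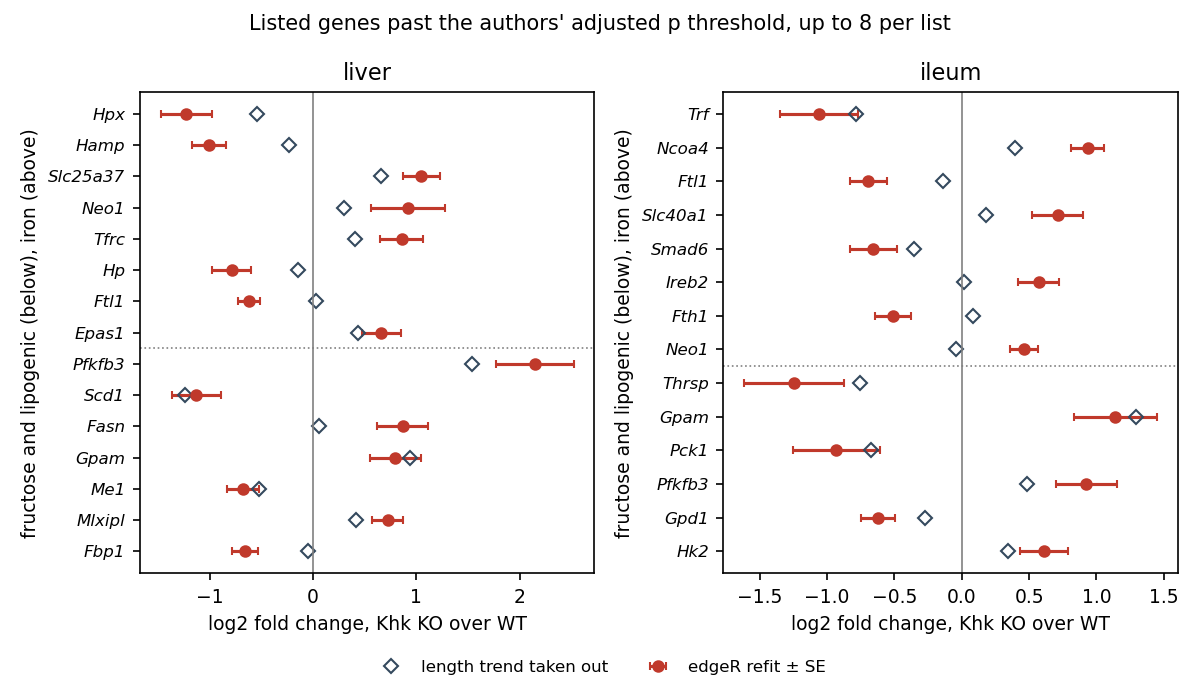
Log2 fold change (x axis) of the listed iron genes and fructose and lipogenic genes past the authors' threshold in liver and ileum, up to 8 per list; filled points are the edgeR refit with its SE, open diamonds the fit with the length trend taken out. Hamp in liver moved from -1.01 to -0.23, and Scd1 from -1.13 to -1.24.

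Whether the same genes changed in more than one organ was asked for the 6 pairs of organs, across genes, which are not independent replicates. Liver and ileum shared 1421 calls of the authors' deposited tables, of which 805 were higher in both, 611 lower in both and 5 changed in opposite directions. Jejunum and ileum shared 43, liver and jejunum 38, liver and duodenum 12, duodenum and ileum 9 and duodenum and jejunum 8 calls, all in the same direction. Fisher's exact test of direction against direction gave two-sided p-values from 0.0179 for duodenum and jejunum to 6.52e-11 for jejunum and ileum, and a value too small for the computer to tell from 0 for liver and ileum. Requiring an adjusted p under 0.01 in both organs moved the liver and ileum count to 522. In the wider sets of genes that both tables of a pair held, 95.9% to 99.5% had the same direction, and 71.6% to 85.3% with the length trend taken out. Called in all 4 organs and in the same direction were Khk and Rpl17, a ribosomal protein gene with pseudogene copies that can take its reads. The log2 fold change of Rpl17 was -0.76 ± 0.24 (SE) in liver, -0.68 ± 0.17 (SE) in duodenum, -0.76 ± 0.19 (SE) in jejunum and -0.77 ± 0.13 (SE) in ileum, and in this refit it passed the threshold in ileum but not in the other 3 organs. It was 0.0023, -0.42, -0.32 and -0.17 in the same order with the length trend taken out, past the threshold in none of the organs.

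A joint edgeR fit of the 227 genes that all 4 tables held tested whether the genotype effect differed among organs. These genes were selected in each organ by an unadjusted p under 0.05, and 225 of them changed in the same direction in all 4 organs. The interaction passed an adjusted p of 0.05 for 1 gene and reached an unadjusted p under 0.05 for 22. The effect on Khk did not differ among the organs past the threshold (adjusted p 0.272, edgeR). With libraries of the same number paired across organs, an alternative chosen after seeing the data, it was 0.125 (adjusted p, edgeR). In an edgeR fit of duodenum and jejunum alone the effect on Khk differed past the threshold when the libraries were paired (adjusted p 0.00935), and not when they were not (adjusted p 0.999). Without pairing, the fall of Khk was smaller in jejunum than in duodenum by 1.01 on the log2 scale.

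Genes around the targeted locus were compared with the rest, since DNA of the strain an allele was made in can remain next to it. Within 10 Mb of Khk, Khk itself left out, lay 38 of the 4363 other genes called in liver (0.871%) and 60 of the 5691 uncalled genes of the union of the 4 tables (1.05%). Fisher's exact test, two-sided, gave an odds ratio of 0.825 (p = 0.413, 0.853 adjusted over the 4 organs). In ileum it was 22 of 2504 called genes, with an odds ratio of 0.872 (Fisher's exact p = 0.640, adjusted 0.853). In jejunum 1 of 74 called genes lay in the window (odds ratio 1.40, Fisher's exact p = 0.517, adjusted 0.853), and in duodenum 0 of 34 (Fisher's exact p = 1). The ratio moved to the other side of 1 in liver at an adjusted p under 0.01 (1.17), in ileum with 20 Mb on either side (1.06), and in jejunum with 5 Mb on either side or at an adjusted p under 0.01, where 0 called genes lay in the window. Chosen after its values were seen, the next gene downstream in the tables was Cgref1 (ENSMUSG00000029161, chromosome 5, 30933143 to 30945591, minus strand). Its nearer end lies 1895 bases past the end of Khk. Because Cgref1 is on the minus strand, this is the end of the gene and not its start. Cgref1 averaged 1305 ± 49.9 normalised counts in Khk KO ileum against 2369 ± 917 in WT (SD, n = 4). In the authors' deposited table its log2 fold change in ileum was -0.86 with an adjusted p of 0.00373, and it did not pass in jejunum (0.159) or duodenum (0.510). Its ileal log2 fold change was -0.35 with the length trend taken out.

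The direction of change was related to gene length in all 4 organs. Among protein-coding genes with a mean of at least 50 normalised counts, the authors' log2 fold changes in the deposited tables rose with the gene length the tables give. Spearman's rho across genes, which are not independent replicates, was 0.766 in liver (4915 genes), 0.575 in duodenum (1115), 0.682 in jejunum (1694) and 0.757 in ileum (4164). These genes were divided by length into 5 equal groups. In the group of the shortest genes, 1.93% were higher in Khk KO in liver, 3.59% in duodenum, 2.95% in jejunum and 2.16% in ileum. In the group of the longest genes the shares were 97.3%, 80.7%, 97.3% and 97.7%. Genes with little change were absent, so the correlations and shares may be larger than over all genes. Deviations of single WT libraries from the mean of the WT group were related to length as well, with rank correlations of up to 0.695 in size in liver, 0.582 in duodenum, 0.587 in jejunum and 0.597 in ileum. Among Khk KO libraries, measured in the same way, they reached 0.219 in liver, 0.461 in duodenum, 0.585 in jejunum and 0.150 in ileum.

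**Figure D4:**
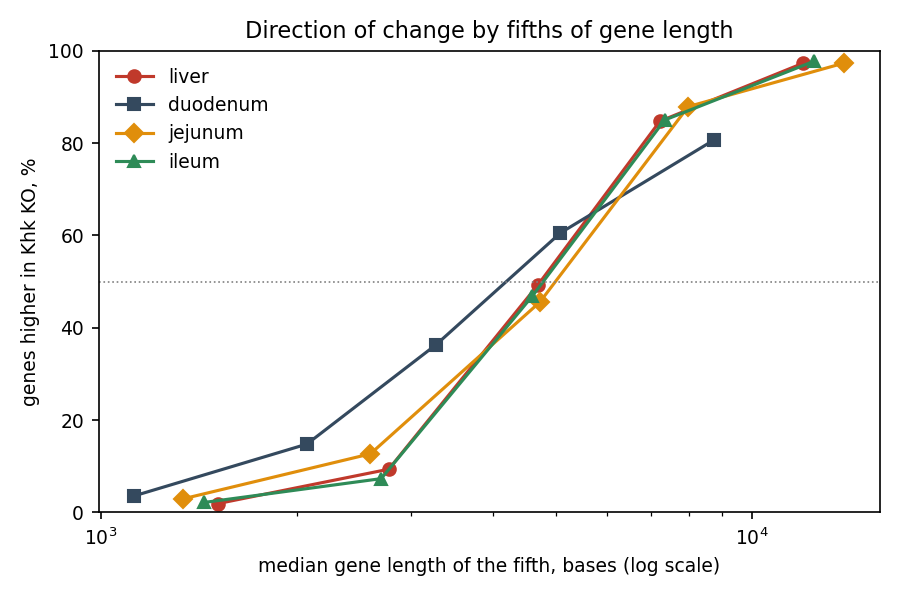
Share of genes higher in Khk KO than in WT (y axis, %) in 5 equal groups of protein-coding table genes ordered by length, against the median length of the group in bases (log axis), for each organ. The share rose from 1.93% in the group of the shortest genes in liver to 97.7% in the group of the longest genes in ileum.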

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

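All tests in this part of a single library against its group used a limit set beforehand, and the comparisons with the length trend taken out or with libraries paired across organs were chosen only after the results were seen.

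Single libraries stood apart in 10 of the 114 groups of 4 libraries tested for the named genes, where 5.70 are expected by chance. The ratio given is the gap to the nearest library over the range of the group, and its limit is Dixon's critical value for 4 samples. 8 of the 10 were Khk KO groups and 2 were WT groups. In liver, Khk KO replicate 1 was the highest for BC005561, with 280.1 normalised counts against 208 in the nearest library (ratio 0.830), and the lowest for Hamp, with 6297 normalised counts against 10173 in the nearest library (ratio 0.885). For Ftl1 in liver, Khk KO replicate 4 was the highest, with 25510.3 normalised counts against 21853 in the nearest library (ratio 0.899), and WT replicate 1 the lowest of its group, with 29431 normalised counts against 37241 in the nearest library (ratio 0.899). In jejunum, Khk KO replicate 4 was the highest for Ncoa4, with 3121 normalised counts against 1578 in the nearest library (ratio 0.922). In ileum, Khk KO replicate 2 was the highest for Defa2, with 7381 normalised counts against 5579 in the nearest library (ratio 0.872), and Khk KO replicate 3 was the highest for Atp7a, with 861 normalised counts against 603 in the nearest library (ratio 0.861). In duodenum, Khk KO replicate 1 was the lowest for Rpl17, with 877 normalised counts against 1054 in the nearest library (ratio 0.915). No explanation was tested for these 8 groups. Reads shared with paralogs or pseudogenes remain open for Hamp, Ftl1, Defa2 and Rpl17, and a difference between mice remains open for all of them.

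For Khk itself in jejunum, Khk KO replicate 1 was the lowest, with 541 normalised counts against 805 in the nearest library (ratio 0.893), and WT replicate 1 the highest, with 13852 normalised counts against 6647 in the nearest library (ratio 0.871). WT replicate 1 was also the highest of its group in duodenum (ratio 0.801) and ileum (0.822), inside the limit, while in liver WT replicate 3 was the highest (0.783). A candidate explanation is that this library differed from the others along gene length. With the length trend taken out, the largest ratio of the 3 segments was 0.774, inside the limit. WT replicate 1 then held 1.46 times the mean of the other WT libraries in duodenum, 1.41 times in jejunum and 1.42 times in ileum, and was still the highest. A length trend and a mouse with more Khk cannot be told apart here, because the ratios of 2 of the 3 segments lay inside the limit from the start. In liver the same step raised the ratio of WT replicate 3 to 0.930. Without WT replicate 1 the log2 fold change of Khk in jejunum was -3.12, past the threshold.

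Of the genes past the authors' threshold in both liver and ileum, 5 changed in opposite directions. All 5 had an interaction of organ and genotype past the threshold in the edgeR fit of the genes of both tables. They were picked for opposite changes in the same libraries, which favours this outcome, so it is no independent evidence. The difference, ileum minus liver on the log2 scale, was -2.93 for Slc1a2 (adjusted p 0.0484), -1.30 for Ccl25 (0.0469), -1.41 for Mme (0.0484), -1.42 for Usp37 (0.0327) and -1.45 for mt-Nd6 (0.0484). In the authors' deposited tables the log2 fold changes in liver and ileum were 0.63 and -2.36 for Slc1a2, 0.69 and -0.60 for Ccl25, 0.61 and -0.81 for Mme, 1.00 and -0.43 for Usp37, and 0.51 and -0.95 for mt-Nd6. The values in liver and ileum with the length trend taken out were -0.29 and -2.91 for Slc1a2 and -0.24 and -1.41 for Mme, no longer in opposite directions. They were 0.094 and -1.03 for Ccl25, 0.13 and -1.01 for Usp37, and 1.24 and -0.22 for mt-Nd6, still in opposite directions. Slc1a2 averaged 16.2 normalised counts in ileum, so its value there rests on few reads. With libraries of the same number paired across organs, the adjusted p-values of the interaction ran from 0.0805 to 0.231, and none of the 5 passed the threshold. The interaction was not tested with the length trend taken out, and no explanation of these differences was tested.

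Over pairs of organs, the interaction passed the threshold for 17 of 749 genes for liver and duodenum, 7 of 1306 for liver and jejunum, 15 of 2856 for liver and ileum and 4 of 641 for duodenum and ileum. It passed for 0 of 438 for duodenum and jejunum and 0 of 1222 for jejunum and ileum, where 5 and 65 genes had an unadjusted p under 0.05. These fits took the libraries of the organs as independent, while some libraries of the same number had correlated deviations in the intestinal segments, and the labels do not say whether the organs came from the same mice. With libraries of the same number paired across organs, 0 genes passed for liver with duodenum, jejunum or ileum, where 91, 137 and 188 genes had an unadjusted p under 0.05. The paired fits called 1 gene for duodenum and jejunum, Khk, 10 for duodenum and ileum and 3 for jejunum and ileum, Kcnk5, Card14 and Aqp1. The 4 genes called for duodenum and ileum without pairing, CT010467.1, Susd2, Abca8a and Itpr1, were among the 10 called with it. These names were chosen after their values were seen. Which of these fits applies cannot be decided without knowing the mice, so whether the effect of genotype differs between 2 organs stays open for the genes called in one of the fits and not in the other.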

How the results depend on the processing

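The alternatives for adjustment over the table's genes only, the authors' size factors, the length trend, the GC trend, the block combined with the length trend and the pairing across organs were chosen only after the results were seen, and the other tests of this part were planned. The planned pseudocounts 0.1 and 10 were not run, because counts were available, and leaving out a library was not run for genes shared between organs or near Khk, which rest on the authors' calls. The tables' genes were selected on all 8 libraries, so fits that leave out a library say nothing on how stable the authors' calls are.

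The fall of Khk kept its direction under every alternative run in each organ, and its side of the threshold under all but the replicate block in jejunum, where its log2 fold change was -3.34. Across the 8 fits that each left out a library it ran from -3.31 to -2.91 in liver, from -4.37 to -3.98 in duodenum, from -3.55 to -3.12 in jejunum and from -3.99 to -3.62 in ileum.

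The authors' count of 4364 changed genes in liver became 2675 in the edgeR refit, 2790 with RLE size factors, 2821 with the authors' size factors, 2415 with the GC trend taken out, 786 with the length trend taken out, 2156 with the replicate block and 638 with block and length trend. The count of 2505 in ileum became 1584 with the authors' size factors, 935 with the GC trend taken out, 476 with the length trend taken out, 1202 with the block, 281 with block and length trend, and 4494 when adjusted over the table's genes only. In duodenum 35 calls became 1 in the edgeR refit, with RLE size factors, without a filter, with the block, with the authors' size factors, with the GC trend taken out, with block and length trend, and with the organs together, 2 with the length trend taken out and 4 when adjusted over the table's genes only. In jejunum 75 calls became 1 in the edgeR refit, with RLE size factors, without a filter, with the authors' size factors, with the length or the GC trend taken out and with the organs together, 5 with block and length trend, 347 under the DESeq2 Wald test and 1175 when adjusted over the table's genes only. The replicate block gave 0 in jejunum, where 1715 genes had an unadjusted p under 0.05. Fitting the 4 organs together gave 85 genes in liver and 6 in ileum, out of the 227 genes that all tables hold. Adjustment over the table's genes only ignores the genes left out of the tables and raises the counts by construction. The cause was not tested for the other changes. The DESeq2 Wald test stayed within 1.5 times the authors' count in liver (4411), duodenum (37) and ileum (3520), but its calls were not all the same genes. In duodenum it called 32 higher and 5 lower genes, where the authors' deposited table called 20 and 15, and 24 of its 37 calls were also the authors'. The authors had called 4193 of its calls in liver and 2500 in ileum.

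Across the fits that each left out a library, the liver refit called from 9 to 4860 genes, lowest without Khk KO replicate 2 and highest without WT replicate 1. It called 14 without WT replicate 4, 47 without Khk KO replicate 1 and 114 without Khk KO replicate 4. Liver genes with an unadjusted p under 0.05 ran from 4406 without Khk KO replicate 2 to 5625 without WT replicate 1. The ileum refit called from 663 to 2912, lowest without Khk KO replicate 1 and highest without WT replicate 1, with 2787 without WT replicate 4. The duodenum refit called from 1 to 2, with 2 without WT replicate 1, Khk KO replicate 1 or Khk KO replicate 4, and the jejunum refit from 1 to 3, with 3 without WT replicate 1. With the same number of libraries left, the liver refit called 2169 without WT replicate 3, 689 without Khk KO replicate 3 and 533 without WT replicate 2, so the number of libraries alone does not set these counts, and the cause was not tested.

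The list of iron genes with 15 calls in liver gave 9 in the edgeR refit, with RLE size factors, with the authors' size factors and with the GC trend taken out, 8 with the block, 3 with the length trend taken out, with or without the block, and 0 with the organs together. In ileum 8 calls became 5 with the block, 4 with the authors' size factors, 2 with the GC trend taken out, 1 with the length trend taken out, with or without the block, and 0 with the organs together. The fructose and lipogenic list with 15 calls in liver gave 2 with the length trend taken out, 3 with block and length trend and 0 with the organs together. In ileum 7 calls became 11 under the DESeq2 Wald test, 13 when adjusted over the table's genes only, 4 with the GC trend taken out, 3 with the authors' size factors, 2 with the block, 2 with the length trend taken out, 2 with block and length trend, and 0 with the organs together. In jejunum the 1 call of each list became 2 for both lists under the DESeq2 Wald test, and 5 iron genes and 3 fructose and lipogenic genes when adjusted over the table's genes only. It became 0 for both lists in the edgeR refit, with RLE size factors, without a filter, with the block, with the organs together, with the authors' size factors, with the length or GC trend taken out, and with block and length trend, where 10 and 4 listed genes had an unadjusted p under 0.05 in the authors' test. Leaving out a library gave from 0 to 18 iron genes in liver (0 without Khk KO replicate 2 or WT replicate 4, 18 without WT replicate 1), from 2 to 9 in ileum, and from 0 to 0 in duodenum and jejunum. For fructose and lipogenic genes it gave from 0 to 18 in liver (highest without WT replicate 1), from 0 to 9 in ileum (0 without Khk KO replicate 1), and 0 to 0 in duodenum and jejunum. The fit of the organs together holds fewer genes by construction. The cause was not tested for the other changes.

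The 1421 genes shared by liver and ileum became 522 at an adjusted p under 0.01 in both, 105 at 2-fold in both and 134 with the length trend taken out. The stricter threshold gave 6 for liver and jejunum, 2 for duodenum and jejunum, 2 for duodenum and ileum and 5 for jejunum and ileum. The 2-fold limit gave 2 for liver and duodenum, 4 for liver and jejunum, 5 for duodenum and ileum and 7 for jejunum and ileum. With the length trend taken out the 5 pairs other than liver and ileum each shared 1 gene. Stricter limits lower these counts by construction, and the cause was not tested for the length trend.

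The 1 gene with an interaction among the 4 organs became 0 at an adjusted p under 0.01, 0 without duodenum and 0 with the replicate block, where 22, 17 and 26 genes had an unadjusted p under 0.05. It was 1 with libraries of the same number paired across organs. For pairs of organs the pairing moved the count from 17 to 0 for liver and duodenum, from 7 to 0 for liver and jejunum and from 15 to 0 for liver and ileum, where 91, 137 and 188 genes had an unadjusted p under 0.05. It moved the count from 0 to 1 for duodenum and jejunum, from 4 to 10 for duodenum and ileum and from 0 to 3 for jejunum and ileum. The odds ratio for genes near Khk changed side to 1.17 in liver at an adjusted p under 0.01, 1.06 in ileum with 20 Mb on either side and 0 in jejunum with 5 Mb on either side and at an adjusted p under 0.01. The cause was not tested.

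Of the named genes, a few reversed. With the length trend taken out the log2 fold change was 0.025 for Ftl1 and 0.0023 for Rpl17 in liver, and 0.083 for Fth1 and -0.046 for Neo1 in ileum. With the block and the length trend it was 0.026, 0.027, 0.084 and -0.047 in the same order, and Ireb2 in ileum had -0.015 with the GC trend taken out. These 9 values lay close to 0, and the cause was not tested. Of the other values of named genes under the alternatives, 651 kept direction and side of the threshold, 211 kept the direction but no longer passed and 38 passed where the edgeR refit had not. TMM scaling moved the median log2 fold change in duodenum by 0.15 and RLE scaling by 0.17 against the authors' size factors.

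The depth of the libraries is not known beyond the reads of the genes in each table, and no result was tested against it. The refit of duodenum and jejunum called few genes. The simulated data gave calls with 4 libraries per group, but with liver means, the same spread for every gene and 2.5-fold changes. They cannot tell whether 4 libraries per group were too few in duodenum and jejunum.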

Other observations

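The tests of selection and of single WT libraries for the relation with gene length were chosen only after the result was seen, as was Cgref1, while the other tests were set before their results were seen.

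The fold change of Khk KO over WT rose with gene length in all 4 organs. Selection of genes by p-value acts on both directions alike, while the share of higher genes rose from the shortest to the longest of 5 groups of genes by at least 77.1 percentage points in every organ, which argues against selection as the source. The mean count of short genes is argued against as well, because within 4 groups of genes of like mean count the lowest Spearman rho of fold change with length was 0.474. Given GC content, the lowest rank correlation over the organs was 0.551, so GC content alone leaves most of the relation. Selection does leave out genes with little change, so these shares and correlations may be larger than over all genes. That part was not measured. A difference between libraries that needs no genotype stays open. The largest correlation in size of a single WT library's deviation with length was at least 0.582 in every organ, so WT libraries differed among themselves along gene length as well. For the Khk KO libraries the largest was 0.219 in liver, 0.461 in duodenum, 0.585 in jejunum and 0.150 in ileum, lower than in WT in each organ, by little in jejunum. In liver WT replicate 1 had 0.695 and WT replicate 3 -0.651. RNA integrity and fragment size are candidate explanations, and neither was tested, since the tables hold no coverage along transcripts. An effect of genotype that follows gene length also stays open, as the design names genotype. Ribosomal protein genes, which are short, were lower in Khk KO for 78 of 78 genes in the liver table, 64 of 64 in duodenum, 37 of 37 in jejunum and 74 of 74 in ileum with the authors' size factors, relative to which TMM scaling raised the duodenum values by a median of 0.15. Their median log2 fold changes were -0.79, -0.40, -0.42 and -0.59, and -0.19, -0.051, -0.0052 and -0.098 with the length trend taken out.

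For the iron genes of the liver, the length trend as the whole source is argued against by 1 of the 15 called genes, Slc25a37, which stayed past the threshold with the trend taken out. Of the listed genes that the authors had not called, 2 passed with the trend taken out, both lower in Khk KO. For the other called genes the trend stays open, and all 15 called genes had the sign of the median of genes of similar length. The lower Hamp in Khk KO liver may follow from the trend, since its log2 fold change was -0.23 with the trend taken out, and a hypothesis of lower hepcidin expression stays open because the same step would remove part of a true change. The trend was also estimated on genes selected by p-value, so the step may remove too much. For the iron genes of the ileum, 0 of the 8 called genes passed with the length trend taken out, as the trend predicts, while 1 listed gene that the authors had not called passed. For the fructose and lipogenic genes of the liver, the trend as the whole source is argued against by 2 of the 15 called genes, Scd1 and Pfkfb3, which passed the threshold with the trend taken out. Of the called genes, 12 had the sign of the median of genes of similar length. Gpam did not have it, as it rose by 0.80 where that median was -0.44, and it rose by 0.94 with the trend taken out, so the trend is argued against for Gpam too, although it did not pass the threshold in the edgeR refit or with the trend taken out. Cpt1a, chosen after its values were seen, rose by 0.55 where the median was -0.40, by 0.57 with the trend taken out, and passed in neither fit. Of the genes of similar length, 93% lay below Gpam and 81% below Cpt1a, so the trend stays open for Cpt1a. For the other called genes of this list in liver the trend stays open. In ileum 6 of the 7 called genes had the sign of the median of genes of similar length. Gpam did not, as it rose by 1.14 where the median was -0.40, and by 1.29 with the trend taken out. In jejunum the 1 called gene, Ppara, rose by 1.18 where the median was -0.42, and by 1.34 with the trend taken out. Both rises went against the trend. Neither gene passed the threshold with the trend taken out, and Ppara did not pass in the edgeR refit. In these lists, 1 iron gene is also in the erythroid list and 4 are in the duodenal enterocyte list.

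Transcripts of haemoglobin were lower in Khk KO in all 15 measurements of 4 genes that the tables hold, with a median log2 fold change of -1.16. With the length trend taken out the median was -0.57, all 15 were lower, and 1 of them, Hbb-bt in liver, passed the threshold, which argues against the trend as the whole source. Less blood in the Khk KO tissues or fewer immature red cells may explain the rest, and neither was tested, because the other erythroid genes were too few in the tables. The globin genes share reads, so these measurements are not independent.

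Genes of the circadian clock were higher in Khk KO in all 21 measurements of 12 genes in the tables, with a median log2 fold change of 0.66. With the length trend taken out the median was 0.37, 19 were higher, and 2 passed the threshold, Per2 in liver (1.04) and Nr1d2 in ileum (0.71). The trend as the whole source is argued against by these genes. A different hour of collection for the genotypes and an effect of genotype on the clock are both candidate explanations, and the labels give no hour, so neither was tested.

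Genes in both tables of a pair of organs changed mostly in the same direction. The lowest share of the 6 pairs was 71.6% with the length trend taken out. The share that no change would give is not known for genes chosen by p-value in both organs, so the trend stays open. Differences between libraries that need no genotype cannot be told apart from genotype here. Regrouping the libraries within each organ gave 0 of 204 regroupings with a share as extreme, but the genes were selected on the real grouping, which fixes the outcome. Some libraries with the same number shared deviations across the intestinal segments. The correlation across genes, which are not independent replicates, was 0.757 for WT replicate 1 of duodenum and jejunum, 0.747 for duodenum and ileum and 0.734 for jejunum and ileum. For WT replicate 4 it was 0.813, 0.738 and 0.658. For WT replicates 2 and 3 it ran from 0.110 to 0.638, and for the Khk KO libraries from -0.0255 to 0.572. Between liver and the segments it was negative for WT replicate 1, from -0.607 for duodenum to -0.478 for ileum. It was also negative for WT replicate 3, from -0.410 for ileum to -0.271 for jejunum. For WT replicates 2 and 4 it ran from -0.0926 to 0.234. Same-numbered libraries may come from the same mouse or have been handled together, and neither was tested. In either case the organs would not be independent evidence.

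Remaining DNA of the strain in which the Khk allele was made stays open as a source of changes near Khk. The larger odds ratio of liver and ileum was 0.872, which showed no excess of called genes there, but neither ratio was past the threshold and both moved to the other side of 1 under an alternative, to 1.17 in liver and 1.06 in ileum. The genes compared with also had an unadjusted p under 0.05 in some organ, so the test cannot decide. For Cgref1 an effect of the deletion on its neighbour may also apply, and neither was tested for that gene.

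In the refit, 1 of the 35 splits of the 8 libraries, the real split, gave as many genes past the threshold in liver, and likewise 1 of 35 in duodenum, 1 of 35 in jejunum and 1 of 35 in ileum. The genes of the tables were selected on the real split, which fixes this outcome, so the counts cannot be told apart from chance by it.

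The 12 other lists gave the following numbers of listed genes in the authors' deposited tables. Clock genes numbered 6 (6 higher, 0 lower) in liver, 5 (5 higher, 0 lower) in duodenum, 5 (5 higher, 0 lower) in jejunum and 5 (5 higher, 0 lower) in ileum. Erythroid genes numbered 5 (0 higher, 5 lower) in liver, 4 (0 higher, 4 lower) in duodenum, 4 (0 higher, 4 lower) in jejunum and 3 (0 higher, 3 lower) in ileum. Interferon response genes numbered 8 (0 higher, 8 lower) in liver, 2 (2 higher, 0 lower) in duodenum, 2 (2 higher, 0 lower) in jejunum and 5 (4 higher, 1 lower) in ileum. MHC class II genes numbered 6 (0 higher, 6 lower) in liver, 1 (1 higher, 0 lower) in duodenum, 1 (1 higher, 0 lower) in jejunum and 6 (0 higher, 6 lower) in ileum. Of B and plasma cell genes there were 6 (0 higher, 6 lower) in liver, 2 (2 higher, 0 lower) in duodenum and 3 (0 higher, 3 lower) in ileum, with 0 in jejunum. Smooth muscle genes numbered 4 (3 higher, 1 lower) in liver, 6 (0 higher, 6 lower) in jejunum and 1 (0 higher, 1 lower) in ileum, with 0 in duodenum. Adipocyte genes numbered 6 (1 higher, 5 lower) in liver, 5 (0 higher, 5 lower) in jejunum and 6 (0 higher, 6 lower) in ileum, with 0 in duodenum. Pancreas acinar genes numbered 1 (1 higher, 0 lower) in liver, 1 (0 higher, 1 lower) in duodenum, 2 (0 higher, 2 lower) in jejunum and 3 (1 higher, 2 lower) in ileum. Duodenal enterocyte genes numbered 7 (1 higher, 6 lower) in liver, 2 (0 higher, 2 lower) in jejunum and 5 (1 higher, 4 lower) in ileum, with 0 in duodenum. Ileal enterocyte genes numbered 2 (0 higher, 2 lower) in duodenum, 3 (0 higher, 3 lower) in jejunum and 3 (0 higher, 3 lower) in ileum, with 0 in liver. Paneth cell genes numbered 3 (0 higher, 3 lower) in duodenum, 2 (0 higher, 2 lower) in jejunum and 4 (0 higher, 4 lower) in ileum, with 0 in liver. Cholesterol synthesis genes numbered 3 (1 higher, 2 lower) in liver, 2 (1 higher, 1 lower) in duodenum, 5 (0 higher, 5 lower) in jejunum and 7 (0 higher, 7 lower) in ileum. The tables hold selected genes only, so how many of a list's genes each tissue expresses is unknown. With the length trend taken out, some list medians stayed far from 0 and others did not. The median log2 fold change moved from -2.06 to -1.43 for adipocyte genes in jejunum. It moved from -1.11 to -0.38 for MHC class II genes in liver, and from -0.54 to 0.057 for ileal enterocyte genes in ileum. Apart from the length trend, no explanation was tested for the lists other than the clock and haemoglobin genes.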
